A study of Homo sapiens with 9 samples. Its data were reported in "Racial differences in microRNA and gene expression in hypertensive women" (2016).

How the data were processed

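Gene expression was measured on Illumina HumanHT-12 v4 bead arrays in primary human umbilical vein endothelial cells (HUVECs). The cells had been transfected with a precursor mimic of miR-20a-5p, miR-30c-5p or miR-4763-5p, or with a scrambled negative control, each at 50 nM. The groups came from the sample labels: 2 control arrays, 3 miR-20a arrays, 2 miR-30c arrays and 2 miR-4763 arrays. The text of the series names aortic endothelial cells and a larger number of replicates, whereas every sample label names HUVECs, and the sample labels were followed. Replicates keep the numbers of the sample descriptions (control 1 and 3, miR-20a 1, 2 and 3, miR-30c 2 and 3, miR-4763 2 and 3); the second control carries another number in its title. The labels do not state whether replicates were separate cultures or came from separate donors. The p-values therefore measure the spread between these samples.

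The deposited signals are non-normalized bead intensity values per probe, exported by the authors from GenomeStudio 2011.1 according to the submitters' processing notes. The deposited detection p-value of each probe on each array gives the share of negative control probes that were at least as bright, in steps of 1 in 769. The deposited normalized values are a score for each probe, computed by the authors as a z-score: the array's mean was subtracted from log10 signal and the result divided by the array's standard deviation. Recomputing these z-scores from the signals returned the deposited values on all 9 arrays. The depth of an array is its signal over background. The arrays give no counts, and their number limits the precision.

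Signals were background-corrected from the detection p-values, quantile-normalized and log2-transformed with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16. Of 47230 probes, 30113 carried 1 gene symbol, 8 carried several and 17109 carried none. Of the probes with 1 symbol, 30074 matched a current gene identifier and 0 needed an updated symbol. A probe was kept when it was detected at p under 0.05 on every array of at least 1 group, which left 18446 probes. A gene with more than 1 kept probe (2719 genes) was represented by its brightest probe. The 4203 kept probes without a usable symbol were tested on their own, so that 15164 features were tested, of which 10961 were named genes.

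One linear model with a mean per group was fitted to all 9 arrays with limma, followed by eBayes (5 residual and 4.2 prior degrees of freedom). Each mimic was compared with control, and each mimic with the mean of the other 2 mimics, which leaves the control arrays out of the contrast. The 3 differences between mimics were tested as well. P-values were adjusted by Benjamini-Hochberg over all features of a comparison, and a feature was called at an adjusted p under 0.05. All tests were two-sided. A fold change against a group whose arrays were all below the detection threshold is given as a lower bound, computed from the background level of those arrays.

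Gene lists were fixed before the data were examined, as were the groups, the tests, the rule for named genes and most of the alternatives. They cover targets of the transfected miRNA families, endothelial, cell cycle, stress, metabolic and immune genes, markers of other cell types and genes named by the study. Of 36 lists, 33 had at least 5 measured members and were tested with camera (limma), with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists of a comparison. Camera was repeated with an estimated correlation, using statmod 1.5.0. The list test fry was run as an alternative. Members were counted as having risen or fallen over all genes, and also after being adjusted over the list alone.

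The text names, in each comparison with control, genes that the study followed by RT-qPCR, some of them only in blood cells. Of these 15 genes, 12 were measured here. It also names the 8 called genes with the largest change in each direction whose mimic arrays all lay beyond all control arrays, and up to 4 members of each described list with the smallest adjusted p. Where fewer than 4 genes passed in a direction, the 4 with the smallest p are given and said not to pass. In the other comparisons the 5 largest called changes in each direction are given. Genes without an approved name, XIST and genes on the Y chromosome were left out of the named genes.

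RNA quality was examined indirectly, through the gap between the 2 brightest probes of a gene, in 1608 genes whose 2 brightest probes were detected on all arrays. The mean absolute deviation of an array's gaps from the median gap over the 9 arrays was computed, and the first principal component of the gaps served as an index. The numbering of replicates was checked for pairing by correlating arrays with equal numbers after removing group means. The overlap between comparisons that share the controls was set beside 100 simulations of unchanged groups and controls, with independent noise. The procedure was tested on simulated data with known changes of 2-fold to 16-fold, with noise drawn independently for each gene and array.

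Alternatives fixed in advance were no background correction, median scaling, the deposited z-scores, a stricter and a looser detection filter, the mean of a gene's probes, only the compared groups in the model, eBayes with trend and robust estimation, array weights, replicate blocks by either numbering, an adjusted p under 0.3, the z-test of the study's methods and leaving out each array in turn. Alternatives added after the data were seen were a model without miR-30c replicate 2 but with replicate blocks, and the probe-gap index as a covariate. The application of the fixed alternatives to the differences between mimics, and to the lists in comparisons between mimics, was also added then, as were replicate blocks for all lists. The overlap of comparisons was computed under 1 setting only. Seed matches in 3' untranslated regions were not searched, since no sequence reference was used here. Figures were drawn with matplotlib 3.10.9.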

Results

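Transcript levels were measured in HUVECs, primary endothelial cells from the umbilical vein, after transfection with 1 of 3 miRNA mimics or with a scrambled control. A mimic is a synthetic precursor that raises the level of its miRNA in the cell. The data comprise 2 control arrays, 3 arrays with miR-20a-5p, 2 with miR-30c-5p and 2 with miR-4763-5p (hereafter miR-20a, miR-30c and miR-4763). The median signal per array ranged from 141 to 172.6 intensity units. Between 15373 and 19507 probes were detected per array, with the lowest number on miR-30c replicate 2 and the highest on control replicate 1. Of 15164 features tested, 10961 were named genes.

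The arrays differed from each other beyond their groups. The first principal component held 61.3% of the variance and placed miR-30c replicate 2 at 144, miR-30c replicate 3 at 55, control replicate 3 at 25.7 and the other 6 arrays below 1. A possible sign of RNA quality, the gap between probes, was set beside it. The gap between the 2 brightest probes of a gene should be alike on all arrays, and its mean deviation was 1.35 on the log2 scale on miR-30c replicate 2, 0.398 on miR-30c replicate 3 and between 0.223 and 0.38 on the other 7 arrays. Over the 9 arrays, the index of these gaps followed the first component with r = 0.971 (permutation p = 1e-04) and rho = 0.85 (permutation p = 0.0056), as 1 relation computed. Without the pair of miR-30c arrays, which lay farthest from the median, r was 0.93. The index and the component come from the same signals, so any large difference between arrays can enter both. The permutation p does not allow for this. Outside the miR-30c pair the deviation itself did not rise with the component. It was 0.323 and 0.316 on control replicates 1 and 3, at -48.9 and 25.7, and 0.38 on miR-20a replicate 2, at -61.5.

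**Figure D1:**
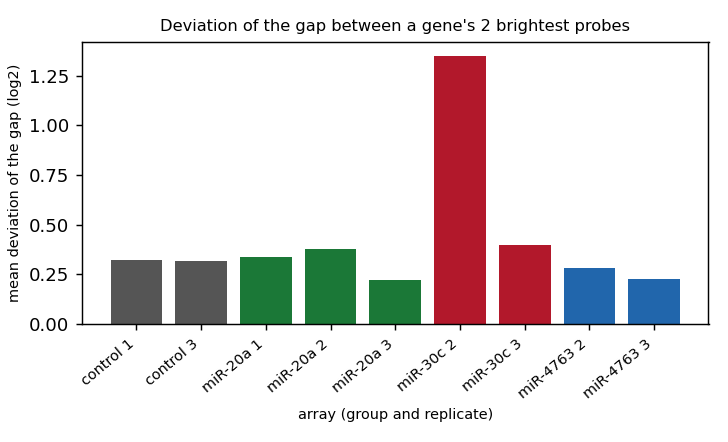
Mean deviation, on the log2 scale, of the gap between a gene's 2 brightest probes (vertical axis, 1 bar per array). The bar of miR-30c replicate 2 stands at 1.35, and those of the other 8 arrays lie between 0.223 and 0.398.

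The comparison of miR-20a with control asked which endothelial transcripts a mimic of the miR-17/20 family lowers or raises. Genes of cholesterol biosynthesis rose together, with a median log2 change of 0.67 over 20 measured genes (19 higher, 1 lower; camera adjusted p = 5.36e-11; adjusted p = 0.0241 with an estimated correlation). Among them HMGCS1, an early enzyme of sterol synthesis, was 2.92-fold higher (log2 change 1.55, SE 0.48, adjusted p = 0.74), and IDI1, ACAT2 and TM7SF2 had log2 changes of 1.32, 1.37 and 1.46. Literature targets of the miR-17/20 family fell, with a median of -0.42 over 26 genes (5 higher, 21 lower; adjusted p = 1.79e-04; adjusted p = 0.0753 with an estimated correlation). TGFBR2, a TGF-beta receptor, was 2.95-fold lower (log2 change -1.56, SE 0.30), and CCND2, a G1 cyclin, was 3.68-fold lower (log2 change -1.88, SE 0.41); each had an adjusted p of 0.40. NKIRAS1 (-1.04) and ZBTB4 (-0.77) followed. No target passed over all genes, and 2 fell when adjusted over the list alone.

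With miR-20a, genes of G1/S and DNA replication rose by a median of 0.39 (30 of 36 higher; adjusted p = 3.97e-07; adjusted p = 0.0567 with an estimated correlation), with ORC1 at 1.28, CDT1 at 0.91, TIPIN at 0.79 and MCM4 at 0.78. Genes of G2/M rose by 0.22 (32 of 39 higher; adjusted p = 4.1e-04; adjusted p = 0.538 with an estimated correlation), with BIRC5 at 0.68, CCNA2 and CDC25C at 0.63 and AURKA at 0.59. Heat shock genes rose by 0.45 (16 of 17 higher; adjusted p = 6.92e-05; adjusted p = 0.0567 with an estimated correlation); the chaperone genes DNAJB1, CHORDC1 and HSPA1A had log2 changes of 1.40, 0.88 and 0.72, and CRYAB was at least 1.48-fold higher. Genes of the unfolded protein and integrated stress response rose by 0.23 (24 of 29 higher; adjusted p = 0.00267; adjusted p = 0.0753 with an estimated correlation). The members ASNS (1.04), SLC7A5 (0.99) and PHGDH (0.94), which serve amino acid synthesis and uptake, were higher, whereas VLDLR, a lipoprotein receptor, was at -1.64. Interferon response genes rose by 0.47 (27 of 35 higher; adjusted p = 5.66e-05; adjusted p = 0.538 with an estimated correlation), with EPSTI1 at 1.81, OASL at 1.20 and CXCL10 at 0.63, but ISG20 at -0.98. The interferon median was 0.11 without control replicate 3 (adjusted p = 0.3), 0.75 without control replicate 1 and 0.25 without miR-20a replicate 1. Without control replicate 1, the G2/M median was 0.08 and that of the unfolded protein response 0.12, each with an adjusted p of 0.052, and the heat shock median was 0.29. Without miR-20a replicate 3 the G2/M median was likewise 0.08. With 1 array left out, the log2 change of DNAJB1 ranged from 0.30 to 2.49.

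Endothelial identity genes fell with miR-20a by a median of -0.28 (23 of 27 lower; adjusted p = 0.00352; adjusted p = 0.156 with an estimated correlation). THBD, the thrombin cofactor thrombomodulin, was 4.12-fold lower (log2 change -2.04, SE 0.54, adjusted p = 0.60), and CLDN5, a tight junction protein, was 3.47-fold lower (log2 change -1.80, SE 0.65, adjusted p = 0.83). LMO2 was at -1.19 and ANGPT2 at -0.94. Endothelial activation genes controlled by NF-kB fell by -0.30, or by -0.40 with members below background at their bound (16 of 21 lower; adjusted p = 0.00352; adjusted p = 0.325 with an estimated correlation). Here the adhesion molecule gene SELE was at least 2.37-fold lower, and the chemokine genes CCL20, CXCL8 and CXCL6 had log2 changes of -0.92, -0.92 and -0.66. Of these genes 1 fell when adjusted over the list alone. Without control replicate 1 the adjusted p was 0.14 for the identity genes and 0.093 for the activation genes, whose median was then -0.46; without miR-20a replicate 3 it was 0.078 for the identity genes.

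No single gene passed in the comparison of miR-20a with control (limma, 0 of 15164, smallest adjusted p = 0.232). At an unadjusted p under 0.05, 193 features were higher and 607 lower, where chance gives 758 in all. The genes with the smallest p in each direction therefore did not pass. LHX6, a homeobox gene, was 7.92-fold lower (log2 change -2.99, SE 0.37, adjusted p = 0.23), GSDMC was 4.29-fold lower (log2 change -2.10, SE 0.28, adjusted p = 0.23), PLAC9 was 3.75-fold lower and B3GALT4 at least 2.58-fold lower. IFITM1, an interferon-induced membrane protein, was 6.48-fold higher (log2 change 2.70, SE 0.56, adjusted p = 0.40). SLC30A3 was 3.9-fold, CCL5 3.41-fold and MGARP 3.18-fold higher. Of the genes that the study followed by RT-qPCR, a list chosen in part on these samples and so not independent evidence, MCL1 had a log2 change of -0.34 (SE 0.45, with its other probe in the opposite direction), PTK2 of -0.02 (SE 0.31) and VCL of -0.01 (SE 0.30). APOL3 was at -1.35 (SE 0.50, adjusted p = 0.85), CLIC4 at -0.36 and PDE5A at -0.12. NOS3, PLCB1, PLD1, PTK2B, RAC1 and RHOA ranged from -0.93 to 0.42, and none of these 12 passed. In simulated data of this design, 49 of 50 genes with an 8-fold change were recovered in this comparison. Of 4-fold changes 35 of 50 were recovered, and of 2-fold changes 1 of 50. The simulated noise was independent between genes and arrays, without the structure that the real arrays share. These shares therefore do not give the recovery on the real arrays.

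The comparison of miR-30c with control put the same question for the miR-30 family. Antiviral genes rose strongly. MX2, an interferon-induced GTPase (probe ILMN_2231928), was 43.3-fold higher (log2 change 5.44, SE 0.57, adjusted p = 0.017). RSAD2, which encodes the antiviral enzyme viperin (probe ILMN_1657871), was 26.5-fold higher (log2 change 4.73, SE 0.46, adjusted p = 0.017), and IFITM1 was 28.9-fold higher (log2 change 4.85, SE 0.61, adjusted p = 0.032). CXCL10, a chemokine induced by interferon, rose 7.84-fold, and ISG20, an exonuclease gene, 6.74-fold. All 35 measured interferon response genes but 2 were higher, with a median log2 change of 2.36 (adjusted p = 1.43e-16; adjusted p = 0.697 with an estimated correlation). Of these, 4 rose over all genes and 23 when adjusted over the list alone. On the 2 miR-30c arrays the list's median was 2.12 and 2.03 above the genes' means, against -0.28 and -0.67 on the controls, although the gap deviation was 1.35 on one and 0.398 on the other.

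Altogether 10 features rose and 1 fell with miR-30c (limma), against 1726 higher and 1650 lower at an unadjusted p under 0.05. The other genes that rose were HCP5, located among the HLA genes (19.7-fold, adjusted p = 0.017), CFB, complement factor B (14.5-fold, adjusted p = 0.031), C5orf46 (at least 11-fold, adjusted p = 0.028) and RIPK3, a kinase of necroptosis (6.89-fold, adjusted p = 0.031); the tenth feature has no name. PLAC9 fell 6.36-fold (log2 change -2.67, SE 0.32, adjusted p = 0.031). The decreases of ZNG1C (at least 3.48-fold, adjusted p = 0.068), B3GALT4 (at least 2.05-fold, adjusted p = 0.071) and MYCN (at least 2.42-fold, adjusted p = 0.092) did not pass. HCP5 had a log2 change of 3.68 without miR-30c replicate 2 and of 4.92 without miR-30c replicate 3. In the same order, C5orf46 was at 3.24 and 4.44. The count was 0 without control replicate 1, without control replicate 3 or without miR-30c replicate 2. It was 2, 6 and 4 without miR-20a replicates 1, 2 and 3, and 3840 without miR-30c replicate 3. Where 1 array is left in a group, it is assumed to vary like the other groups. Without miR-30c replicate 2, MX2 still had a log2 change of 5.62 (adjusted p = 0.17) and the interferon list a median of 2.32 (adjusted p = 4.8e-28).

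Genes of cytosolic ribosomal proteins fell with miR-30c by a median of -0.22 (42 of 66 lower; adjusted p = 0.00104; adjusted p = 0.697 with an estimated correlation). RPS9 had a log2 change of -4.21, RPS3 of -3.45, RPS14 of -2.52 and RPL13A of -1.68, with adjusted p from 0.13 to 0.16. This group moved with the probe gaps: its median was -0.49 on miR-30c replicate 2 and 0.02 on miR-30c replicate 3, without the former the list's change was -0.05 (adjusted p = 0.06), and without the latter -0.52. Under median scaling the call was lost as well (adjusted p = 0.13). That scaling moved the median of all genes in this comparison from 0.11 to -0.17, and counting from either value the ribosomal genes lay lower. Literature targets of the miR-30 family had a median of -0.22 (13 of 22 lower) and did not pass (adjusted p = 0.273); 4 fell when adjusted over the list alone. PDE5A, which the study followed with this mimic, had a log2 change of 0.28 (SE 0.75, adjusted p = 0.82), and turned to -0.27 under median scaling. MCL1 was at -0.87, APOL3 at -0.69, CLIC4 at -0.25, PTK2 at 0.41 and VCL at 0.66. NOS3, PLCB1, PLD1, PTK2B, RAC1 and RHOA ranged from -0.07 to 1.26, and none of the 12 passed. The signs of CLIC4, PLCB1, PLD1, RHOA, MCL1, APOL3, RAC1 and PTK2 also turned under some alternatives. Of simulated 4-fold changes, 28 of 50 were recovered here, with the same independent noise.

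The comparison of miR-4763 with control asked what a miRNA with few known targets does in these cells. Genes of G1/S and DNA replication fell together: 35 of 36 were lower, with a median log2 change of -1.19 (adjusted p = 2.99e-22; adjusted p = 0.00876 with an estimated correlation). RFC5, a subunit of the clamp loader of replication, was 7.66-fold lower (log2 change -2.94, SE 0.36, adjusted p = 0.054). E2F2, a transcription factor of S phase entry, was 6.76-fold lower (log2 change -2.76, SE 0.36, adjusted p = 0.055). GINS2 was 3.92-fold and POLA1 3.3-fold lower. No member passed over all genes, and 18 fell when adjusted over the list alone. Genes of G2/M fell as well, with all 39 lower by a median of -0.66 (adjusted p = 1.4e-12; adjusted p = 0.133 with an estimated correlation), among them CENPF at -2.44, CENPA at -1.22, KIF2C at -1.07 and CDC20 at -0.95. The G1/S list lay between -1.19 and -1.07 on both miR-4763 arrays, against 0.01 and 0.08 on the controls.

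**Figure D2:**
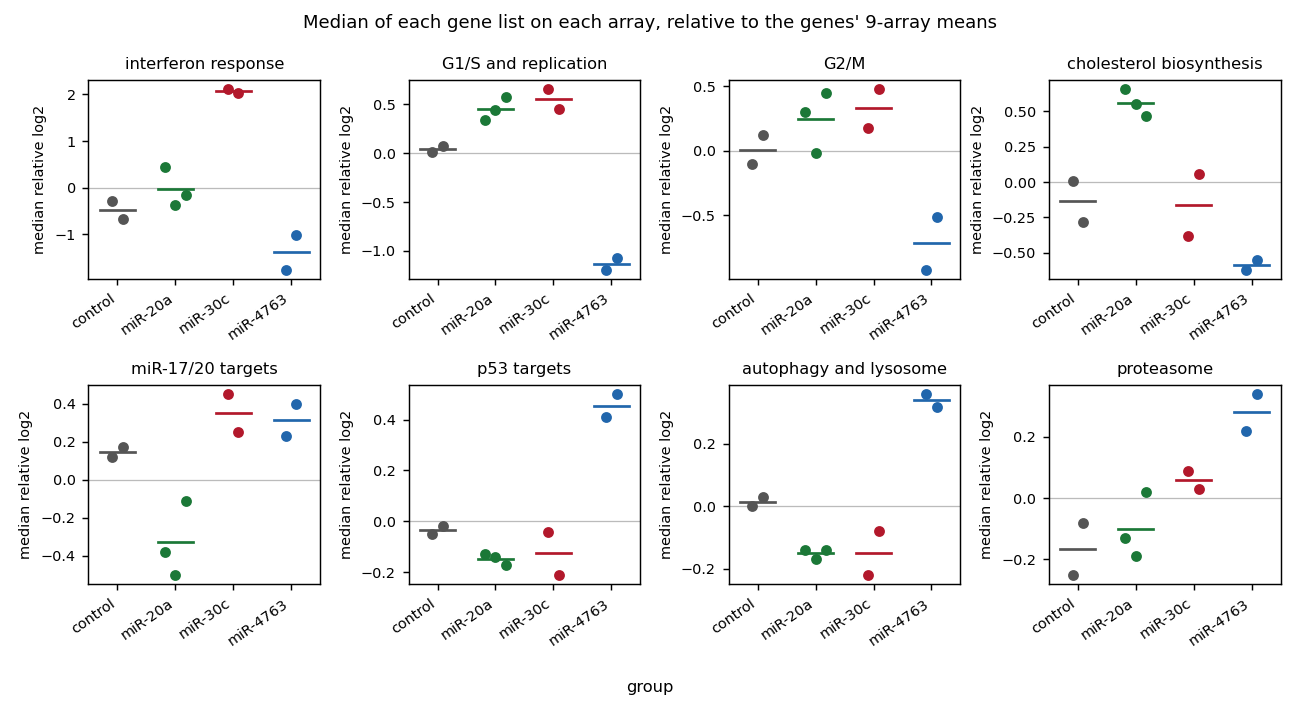
Median of 8 gene lists on each array, as log2 signal relative to each gene's mean over the 9 arrays (vertical axis), by group (horizontal axis), with 1 point per array and a line at the group mean. The interferon response stands at 2.12 and 2.03 with miR-30c, and G1/S and DNA replication at -1.19 and -1.07 with miR-4763.

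Interferon response genes fell with miR-4763, by a median of -0.92, or -0.64 with the 4 members below background at their bound (34 of 35 lower; adjusted p = 6.74e-10; adjusted p = 0.182 with an estimated correlation). IFIT1 had a log2 change of -2.98, ISG20 of -2.59 and EPSTI1 of -2.41, CXCL10 was at least 2.03-fold lower, and 4 members fell when adjusted over the list alone. NF-kB genes of endothelial activation fell by -0.58, or -0.61 without the member below background throughout (15 of 21 lower; adjusted p = 0.00168; adjusted p = 0.157 with an estimated correlation). The cytokine gene IL6 was 3.46-fold lower, CXCL2 2.65-fold and SELE 2.67-fold, but IL1A was 3.33-fold higher, and adjusted over the list alone 5 fell and 1 rose. Endothelial identity genes fell by -0.27 (18 of 27 lower; adjusted p = 0.012; adjusted p = 0.157 with an estimated correlation), with LMO2 at -2.49, CD34 at -1.58, THBD at -1.49 and ACVRL1 at -1.12; 1 fell when adjusted over the list alone. Genes of cholesterol biosynthesis fell by -0.50 (17 of 20 lower; adjusted p = 0.00326; adjusted p = 0.0994 with an estimated correlation), with ACAT2 at -1.55, INSIG1 at -0.75, SCD at -0.73 and NSDHL at -0.61. Without miR-4763 replicate 2 the interferon median was -0.58. Without control replicate 1 the adjusted p was 0.096 for endothelial identity (median -0.16) and 0.13 for cholesterol biosynthesis; without miR-4763 replicate 3 it was 0.06 for endothelial identity.

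Predicted miR-4763-5p targets (DIANA-microT) fell by a median of -0.17 (524 of 848 lower; adjusted p = 0.00124; adjusted p = 0.121 with an estimated correlation). Adjusted over the list alone, 18 fell and 1 rose, and none passed over all genes. GABBR2, a GABA receptor subunit, was 6.95-fold lower (adjusted p = 0.054), MXRA7 was 7.51-fold lower (adjusted p = 0.062, with 1 of its 3 probes in the opposite direction), and ZBTB47 was at least 3.75-fold lower. Without control replicate 1 the targets had an adjusted p of 0.061.

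Several groups of stress and turnover genes rose with miR-4763. Proteasome genes rose by a median of 0.46 (24 of 26 higher; adjusted p = 4.86e-06; adjusted p = 0.0859 with an estimated correlation), with PSMD12 at 0.99, PSMD11 at 0.86, PSMB4 at 0.68 and PSMC2 at 0.67. Autophagy and lysosome genes rose by 0.39 (31 of 35 higher; adjusted p = 5.65e-05; adjusted p = 0.0595 with an estimated correlation), with GLA, a lysosomal galactosidase, at 1.36, GABARAPL1 at 1.17, WIPI1 at 0.98 and ULK1 at 0.86; 1 member rose when adjusted over the list alone. Targets of p53 rose by 0.46 (24 of 26 higher; adjusted p = 0.00184; adjusted p = 0.0917 with an estimated correlation), with PLK3 at 1.03, TIGAR at 0.77 and XPC at 0.53, while ZMAT3 was at -0.69 and turned to 0.41 with the mean of its probes. Hypoxia and glycolysis genes rose by 0.35 (23 of 31 higher; adjusted p = 0.00669; adjusted p = 0.0994 with an estimated correlation), with P4HA2 at 1.39, DDIT4 at 1.20, SLC2A3 at 1.03 and ENO2 at 0.98. Heat shock genes rose by 0.23, or by 0.30 without the member below background throughout (12 of 17 higher; adjusted p = 0.0427; adjusted p = 0.157 with an estimated correlation), with HSPA1B at 1.44, HSPA1A at 1.31, CHORDC1 at 0.73 and BAG3 at 0.64. Without control replicate 1 the autophagy and lysosome median was 0.20. The hypoxia call was lost without control replicate 3 (median 0.12, adjusted p = 0.066). The heat shock call was lost without control replicate 1 or 3, miR-30c replicate 2 or 3, or miR-4763 replicate 3 (adjusted p from 0.057 to 0.098), with a median of 0.15 without the last.

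Of single genes, 1 rose and 1 fell with miR-4763 (limma), against 412 higher and 754 lower at an unadjusted p under 0.05. MAP1A, a microtubule-associated protein (probe ILMN_1701558), rose 19.4-fold (log2 change 4.28, SE 0.32, adjusted p = 0.0038). ADAMTS9, a secreted metalloprotease (probe ILMN_1805543), fell 7.92-fold (log2 change -2.98, SE 0.32, adjusted p = 0.040). LHX6, at 8.93-fold lower (log2 change -3.16, SE 0.40, adjusted p = 0.054), did not pass, nor did the increases of TNFSF9 (at least 3.97-fold, adjusted p = 0.054), GPX3 (at least 5.47-fold, adjusted p = 0.062) and AKR1B15 (at least 2.59-fold, adjusted p = 0.067). APOL3, which the study followed with this mimic (probe ILMN_1756862), was 5.78-fold lower (log2 change -2.53, SE 0.55, adjusted p = 0.18), at 6.68 and 6.72 on the miR-4763 arrays against 9.89 and 8.58 on the controls. CLIC4 was 1.76-fold lower (log2 change -0.82, SE 0.35, adjusted p = 0.63, with 1 of its 3 probes in the opposite direction). MCL1 was at -0.13, PTK2 at 0.26, VCL at 0.09 and PDE5A at 0.04. NOS3, PLCB1, PLD1, PTK2B, RAC1 and RHOA ranged from -0.19 to 0.59, and none of the 12 passed. The count was 0 without either control array or either miR-4763 array, 1 without any of the miR-20a arrays and 36 without either miR-30c array. MAP1A then had adjusted p between 0.063 and 0.12 without a control or a miR-4763 array, and ADAMTS9 reached 0.82 without miR-4763 replicate 2. Of simulated 4-fold changes, 27 of 50 were recovered here, with the same independent noise.

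**Figure D3:**
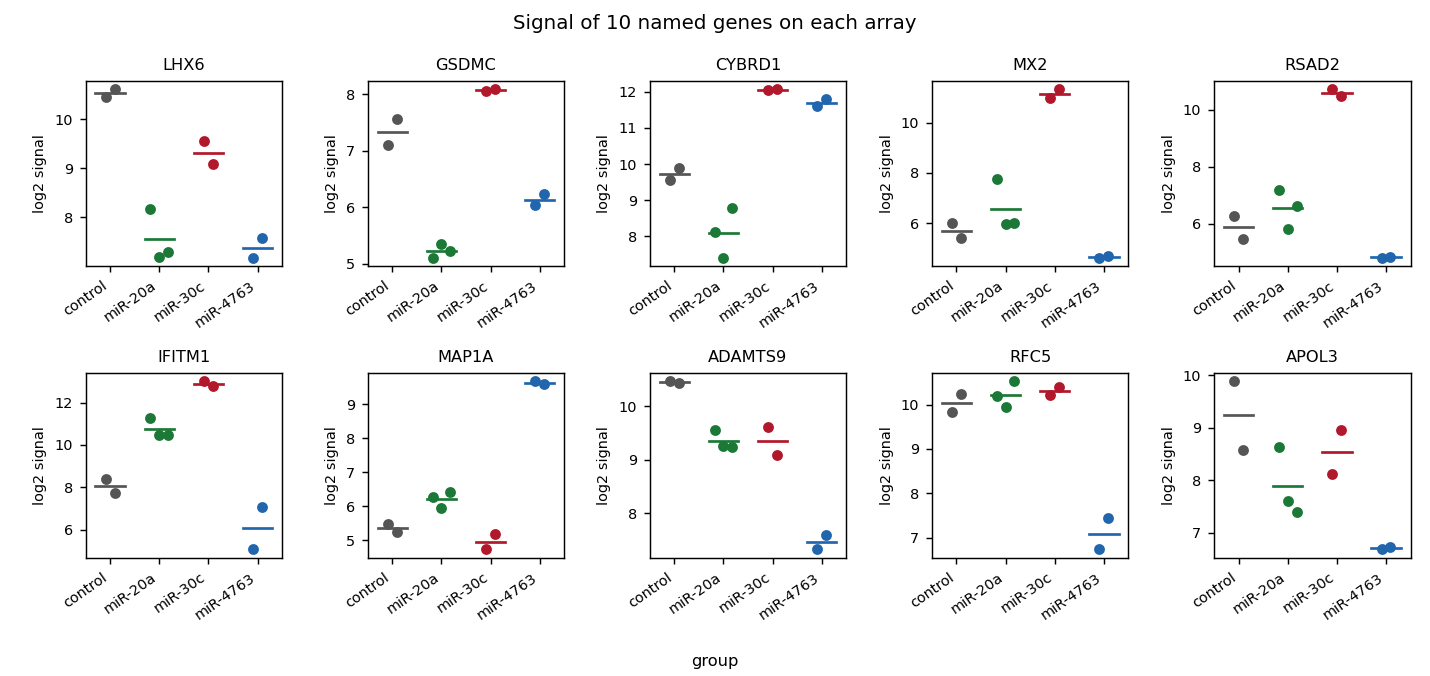
Log2 signal of 10 named genes on each array (vertical axis), by group (horizontal axis), with 1 point per array and a line at the group mean. MX2 lies at 10.96 and 11.32 with miR-30c and at 6 and 5.41 in the controls, and MAP1A at 9.69 and 9.59 with miR-4763 and at 5.47 and 5.25 in the controls.

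Each mimic was also compared with the mean of the other 2. The control values do not enter this contrast, although they enter the estimate of the spread, and a low value with 1 mimic raises the contrasts of the others. With miR-20a, CYBRD1, an iron reductase, was 13.7-fold lower (log2 change -3.77, SE 0.33, n = 3 against 2 and 2, adjusted p = 0.014). C19orf33 fell 10.7-fold, CLIC3, a chloride channel protein, 10.5-fold, KLF2, a transcription factor of the endothelial response to flow, 7.36-fold, and PLEK2 6.88-fold, with adjusted p from 0.026 to 0.038. ACAT2 rose 5.86-fold (log2 change 2.55, SE 0.37, adjusted p = 0.038), E2F8 at least 3.67-fold (adjusted p = 0.050 after rounding up), KRT80 3.41-fold and HSD17B7P2 2.76-fold. In all 4 features rose and 29 fell, of which 4 had no name, against 1230 higher and 1745 lower at an unadjusted p under 0.05. TGFBR2 was among those that fell (log2 change -1.68, SE 0.25, adjusted p = 0.038).

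Literature targets of the miR-17/20 family fell with miR-20a against the other mimics, by a median of -0.68 (19 of 26 lower; adjusted p = 0.00558; adjusted p = 0.256 with an estimated correlation), 1 over all genes and 9 when adjusted over the list alone. NKIRAS1 had a log2 change of -1.79, CDKN1A, an inhibitor of the cell cycle, of -1.13, and ZBTB4 of -1.01. Cholesterol biosynthesis genes rose by 0.92 (16 of 20 higher; adjusted p = 1.07e-08; adjusted p = 0.0223 with an estimated correlation), 1 over all genes and 10 when adjusted over the list alone; EBP was at 3.97, DHCR7 at 2.87 and TM7SF2 at 1.86. Genes of G1/S rose by 0.77 (33 of 36 higher; adjusted p = 2.5e-13; adjusted p = 0.0223 with an estimated correlation), 1 over all genes and 16 when adjusted over the list alone, with ORC1 at 1.73, RFC5 at 1.52 and MCM4 at 1.22. Genes of G2/M rose by 0.40 (34 of 39 higher; adjusted p = 2.57e-07; adjusted p = 0.645 with an estimated correlation), with AURKB and TPX2 at 1.64, FOXM1 at 1.29 and BIRC5 at 0.88. Both cell cycle lists were low with miR-4763, which enters the reference mean. Antigen presentation genes rose by 0.49 (11 of 14 higher; adjusted p = 0.0364; adjusted p = 0.656 with an estimated correlation), with HLA-C at 1.85, HLA-B at 1.32, HLA-F at 1.18 (its other probe in the opposite direction) and ERAP2 at 0.65. Ribosomal protein genes rose by 0.06 (40 of 66 higher; adjusted p = 0.00904; adjusted p = 0.656 with an estimated correlation), with RPS9 at 2.83, RPL29 at 2.75, RPS3 at 2.01 and RPS7 at 1.80. RPS9, RPS3 and RPS7 fell with miR-30c against the other mimics, and its low values enter the reference mean here. The ribosomal and antigen presentation calls were lost without miR-30c replicate 2, the array with the gap deviation of 1.35, with medians of -0.02 (adjusted p = 0.23) and 0.19 (adjusted p = 0.17). Without miR-30c replicate 3 the ribosomal median was 0.20. The antigen presentation call was also lost without miR-20a replicate 1 (median 0.25, adjusted p = 0.24) or 2 (adjusted p = 0.071), and its median was 0.74 without miR-20a replicate 3; the call of the miR-17/20 targets was lost without miR-30c replicate 3 (adjusted p = 0.069).

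The count of 33 for miR-20a against the other mimics was 0 without miR-20a replicate 1 or either miR-4763 array, 1 without miR-20a replicate 2 or 3 and 3 without miR-30c replicate 2. It was 2118 without miR-30c replicate 3. Median scaling left 0 higher and 9 lower. The median of all genes was -0.12 in this comparison and 0.03 under that scaling.

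With miR-30c against the other mimics, IFIT1 was 55.4-fold higher (log2 change 5.79, SE 0.56, adjusted p = 0.0044), MX2 45.7-fold (log2 change 5.51, SE 0.48, adjusted p = 0.0033), RSAD2 30.2-fold, ISG20 23.2-fold (log2 change 4.54, SE 0.30, adjusted p = 0.0012) and IFITM1 22.4-fold. Interferon response genes rose by a median of 2.45 (34 of 35 higher; adjusted p = 1.13e-13; adjusted p = 0.335 with an estimated correlation), 25 over all genes and 26 when adjusted over the list alone, CXCL10 among them at 3.4. TMED10, a protein of vesicle transport, was 64.8-fold lower (log2 change -6.02, SE 0.96, adjusted p = 0.022), SSR2 48.8-fold, FTL, the ferritin light chain, 42.1-fold and KPNA2 37.3-fold, and EEF1G was at least 46.2-fold lower. For KPNA2 the other probe moved in the opposite direction, and the gene was 1.42 higher on the log2 scale when only probes detected on all 9 arrays were used. Without miR-30c replicate 2 and without miR-30c replicate 3, the log2 changes were -4.94 and -6.28 for SSR2, -4.37 and -6.42 for FTL and -3.94 and -6.50 for KPNA2. Without miR-4763 replicates 2 and 3 that of KPNA2 was -4.57 and -5.86, and that of EEF1G -5.65 and -7.65.

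Ribosomal protein genes fell with miR-30c against the other mimics by -0.21 (39 of 66 lower; adjusted p = 4.61e-04; adjusted p = 0.558 with an estimated correlation), 10 of them over all genes as well as adjusted over the list alone, with RPS9 at -5.13, RPS3 at -3.80, RPS14 at -2.90 and RPS7 at -2.52. Oxidative stress genes controlled by NRF2 fell by -0.36 (15 of 20 lower; adjusted p = 0.0239; adjusted p = 0.42 with an estimated correlation), with FTL, GPX4 (-4.26), PGD (-3.07) and TKT (-2.56); 4 fell and 1 rose over all genes, and 5 fell and 1 rose when adjusted over the list alone. Genes of G1/S rose by 0.83 (28 of 36 higher; adjusted p = 0.00826; adjusted p = 0.335 with an estimated correlation), 14 rising and 1 falling over all genes and 21 and 4 when adjusted over the list alone. E2F2 was at 2.84, RFC5 at 1.65, GINS2 at 1.5 and MCM3 at 1.63, the last with its other probe in the opposite direction and at -0.28 with the mean of both. Genes of G2/M rose by 0.63 (33 of 39 higher; adjusted p = 0.0348; adjusted p = 0.661 with an estimated correlation), 6 over all genes and 7 when adjusted over the list alone, where 1 fell; CENPF was at 1.71, ASPM at 1.70, CCNB1 at 1.53 and BUB1 at 1.17. These groups stood on the arrays with gap deviations of 1.35 and 0.398. The reference mean also includes miR-4763, with which the cell cycle lists were low. Relative to the genes' means, the G1/S median was 0.66 and 0.45 on the miR-30c arrays and -1.19 and -1.07 on the miR-4763 arrays. On the miR-20a arrays it was 0.34, 0.44 and 0.58. Neither G1/S nor G2/M was called with miR-30c against control. The ribosomal median was 0.01 without miR-30c replicate 2, although still called (adjusted p = 0.014), and -0.55 without miR-30c replicate 3; that of the NRF2 genes was -0.21 and -0.64. In the same order, RPS9 was at -3.89 and -6.37, RPS3 at -2.57 and -5.02, RPS14 at -2.01 and -3.79, GPX4 at -3.39 and -5.13, PGD at -2.25 and -3.89 and TKT at -1.79 and -3.33. Without miR-30c replicate 3 the adjusted p was 0.13 for G1/S, 0.5 for G2/M and 0.066 for the NRF2 genes, and G2/M was also lost without either control (adjusted p = 0.052) or miR-4763 replicate 2 (adjusted p = 0.07).

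In all 1061 features rose and 1048 fell in this comparison, 566 of them unnamed, against 3472 and 2401 at an unadjusted p under 0.05. The count rested on few arrays: it was 3 without miR-30c replicate 2, 6077 without miR-30c replicate 3, 48, 80 and 3240 without miR-20a replicates 1, 2 and 3, and 19 and 741 without miR-4763 replicates 2 and 3. It was 225 higher and 138 lower without background correction, 270 and 349 under median scaling, and 78 and 19 with the deposited z-scores. The median of all genes was 0.19 here and -0.08 under median scaling. With the probe-gap index as a covariate no feature was called.

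With miR-4763 against the other mimics, interferon genes were lowest. IFITM1 was 53.4-fold lower (log2 change -5.74, SE 0.51, adjusted p = 0.0044), IFIT1 47-fold (log2 change -5.55, SE 0.56, adjusted p = 0.0061), EPSTI1 38.4-fold, OAS2 26.7-fold and IFI44L 19.8-fold, against a mean that includes the high values with miR-30c. Without miR-4763 replicates 2 and 3, their log2 changes were -4.72 and -6.75 (IFITM1), -4.45 and -6.66 (IFIT1), -4.31 and -6.22 (EPSTI1), -3.61 and -5.87 (OAS2) and -3.37 and -5.24 (IFI44L). MAP1A was 16.7-fold higher (log2 change 4.06, SE 0.27, adjusted p = 0.0013), and this call was kept in every alternative run. TNFRSF10D, a decoy receptor of TRAIL, rose 10.4-fold, AKR1B10, an aldo-keto reductase, 8.61-fold, PRSS3 5.52-fold and DYNC1I1 at least 3.48-fold. Interferon response genes fell by a median of -2.30 (34 of 35 lower; adjusted p = 1.94e-25; adjusted p = 0.0879 with an estimated correlation), 17 over all genes and 28 when adjusted over the list alone, with ISG20 at -3.47 and CXCL10 at least 7.07-fold lower. Genes of G1/S fell by -1.58, or -1.56 with 2 members at their bound (34 of 36 lower; adjusted p = 2.7e-22; adjusted p = 0.00901 with an estimated correlation), 17 over all genes and 26 when adjusted over the list alone; RFC5 was at -3.17, E2F2 at -3.11, GINS2 at -2.74 and CDT1 at -2.48. Genes of G2/M fell by -1.02 (36 of 39 lower; adjusted p = 2.27e-14; adjusted p = 0.122 with an estimated correlation), 3 over all genes and 24 when adjusted over the list alone, with CENPF at -2.43, CENPA at -1.68, BIRC5 at -1.44 and KIF2C at -1.38.

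Cholesterol biosynthesis genes fell with miR-4763 against the other mimics by -0.91 (17 of 20 lower; adjusted p = 6.74e-06; adjusted p = 0.0367 with an estimated correlation), 1 over all genes and 10 when adjusted over the list alone, with HMGCS1 at -2.24, ACAT2 at -1.82, SCD at -1.37 and MSMO1 at -1.24, the last with 2 of its 3 probes in the opposite direction. Autophagy and lysosome genes rose by 0.59 (29 of 35 higher; adjusted p = 1.67e-05; adjusted p = 0.0367 with an estimated correlation), 3 of them when adjusted over the list alone, with GABARAPL1 at 1.56, BECN1 at 1.53, GLA at 1.01 and SQSTM1 at 0.94. Targets of p53 rose by 0.61 (22 of 26 higher; adjusted p = 6.27e-05; adjusted p = 0.0367 with an estimated correlation), with RRM2B at 2.14, TP53I3 at 1.59, SESN1 at 1.11 and MDM2 at 1.03. Hypoxia and glycolysis genes rose by 0.26 (22 of 31 higher; adjusted p = 0.0158; adjusted p = 0.122 with an estimated correlation), with P4HA2 at 2.08, SLC2A3 at 1.46 and DDIT4 at 1.39 but PFKFB4 at -1.86; adjusted over the list alone 7 rose and 3 fell. Without miR-30c replicate 3 the hypoxia median was 0.46. Proteasome genes rose by 0.27 (22 of 26 higher; adjusted p = 0.014; adjusted p = 0.196 with an estimated correlation), with PSMD2 at 1.20, PSMD4 at 1.11, PSMD11 at 0.91 and PSMB4 at 0.67.

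Literature targets of the miR-17/20 family stood higher with miR-4763 than with the other mimics, miR-20a included, by 0.39 (21 of 26 higher; adjusted p = 0.025; adjusted p = 0.196 with an estimated correlation), with STAT3 at 1.69, SQSTM1 at 0.94, ZBTB4 at 0.76 and RBL1 at -1.14. NRF2 genes rose by 0.42 (15 of 20 higher; adjusted p = 0.0266; adjusted p = 0.31 with an estimated correlation), with FTL at 2.70, SRXN1 at 1.23 and PRDX1 at -0.70. Ribosomal protein genes rose by 0.19 (45 of 66 higher; adjusted p = 0.0129; adjusted p = 0.473 with an estimated correlation), with RPS9 at 2.30, RPS3 at 1.79, RPS14 at 1.53 and RPS21 at 0.93. Without miR-30c replicate 2, the array with the gap deviation of 1.35, the adjusted p was 0.076 for the NRF2 genes and 0.12 for the ribosomal genes, whose median was then 0.05; without miR-30c replicate 3 it was 0.30. Calls of these lists were also lost without miR-20a replicate 1 (NRF2, adjusted p = 0.052), miR-30c replicate 3 (miR-17/20 targets, 0.078), miR-4763 replicate 2 (NRF2, 0.051; ribosomal, 0.058) or miR-4763 replicate 3 (miR-17/20 targets, 0.07; proteasome, 0.068). In all 35 features rose and 151 fell, 20 of them unnamed, against 1338 and 1456 at an unadjusted p under 0.05. The count was 3 and 9 without miR-4763 replicates 2 and 3, 41 and 63 without miR-20a replicates 1 and 2, 108 without either control and 2178 without miR-30c replicate 3.

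The differences between mimics were tested directly. Between miR-20a and miR-4763, 46 features were higher with miR-20a and 32 lower (unadjusted 793 and 909). IFITM1 was 25.3-fold, EPSTI1 18.7-fold, IFIT1 11.7-fold, RFC5 8.74-fold and ACKR3, a chemokine receptor, at least 7.38-fold higher with miR-20a. CYBRD1 was 12-fold, MAP1A 10.8-fold, PRSS3 10.7-fold, AKR1B10 8.89-fold and SNORA12 at least 5.16-fold lower. Without miR-4763 replicates 2 and 3, the log2 differences were 3.65 and 5.67 for IFITM1, 3.27 and 5.18 for EPSTI1 and 2.44 and 4.65 for IFIT1. Genes of G1/S stood 1.58 higher with miR-20a (35 of 36; adjusted p = 2.03e-34; adjusted p = 0.00304 with an estimated correlation), cholesterol biosynthesis genes 1.24 higher (20 of 20; adjusted p = 2.79e-14; adjusted p = 0.00723 with an estimated correlation), and autophagy and lysosome genes lower by a median of -0.60 (30 of 35; adjusted p = 3.77e-05; adjusted p = 0.0365 with an estimated correlation). The count of 78 was 0 without miR-20a replicate 1 or 2 or miR-4763 replicate 2, 3 without miR-20a replicate 3, 2 without miR-4763 replicate 3, 15 without either control and 198 without either miR-30c array.

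Between miR-20a and miR-30c, 566 features were higher with miR-20a and 468 lower (unadjusted 2159 and 3184). TMED10, SSR2, KPNA2, ATP1B3 and FTL stood 72.6-fold, 55.1-fold, 53.3-fold, 49.3-fold and 42.1-fold higher with miR-20a, and C19orf33, MX2, RSAD2, IFIT1 and CLIC3 25.7-fold, 23.5-fold, 16.6-fold, 16.2-fold and 15.9-fold lower. The split was 7 higher and 29 lower under median scaling, 3 and 40 without background correction, and 1 and 22 with the deposited z-scores. KPNA2 turned to -1.30 when only probes detected on all 9 arrays were used. Without miR-30c replicates 2 and 3, the log2 differences were 5.12 and 6.45 for SSR2, 4.45 and 7.02 for KPNA2, 4.69 and 6.56 for ATP1B3, 4.37 and 6.42 for FTL and -4.09 and -5.28 for C19orf33. Without miR-20a replicates 2 and 3 that of SSR2 was 5.18 and 6.51, and without miR-20a replicate 1 that of MX2 was -5.14. The count was 0 without miR-30c replicate 2, 5498 without miR-30c replicate 3, 3, 7 and 2417 without miR-20a replicates 1, 2 and 3, and 74 without either miR-4763 array. The interferon response genes stood lower with miR-20a by a median of -2.08 (30 of 35; adjusted p = 2.95e-08; adjusted p = 0.596 with an estimated correlation).

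Between miR-30c and miR-4763, 494 features were higher with miR-30c and 368 lower (unadjusted 2597 and 2130). IFIT1 stood 189-fold (log2 difference 7.56, SE 0.67, adjusted p = 0.0025), IFITM1 113-fold, EPSTI1 78.9-fold, OAS2 60.5-fold and MX2 at least 53.8-fold higher with miR-30c. TMED10 was 57.8-fold, SSR2 43.3-fold, FTL 42.1-fold, RPS9 31-fold and KCTD20 at least 20.3-fold lower. Without miR-4763 replicates 2 and 3, the log2 differences were 6.46 and 8.67 for IFIT1, 5.80 and 7.83 for IFITM1, 5.35 and 7.26 for EPSTI1, 4.79 and 7.05 for OAS2, -4.81 and -6.89 for TMED10, -4.47 and -6.40 for SSR2 and -4.13 and -5.78 for RPS9. In the same order, that of KCTD20 was -4.27 and -5.91. Without miR-30c replicates 2 and 3, the log2 differences of SSR2, FTL and RPS9 were -4.77 and -6.11, -4.37 and -6.42, and -3.71 and -6.20. Interferon response genes differed by a median of 3.19 (35 of 35 higher with miR-30c; adjusted p = 4.48e-19; adjusted p = 0.189 with an estimated correlation) and G1/S genes by 1.58 (30 of 36 higher; adjusted p = 1.6e-09; adjusted p = 0.0674 with an estimated correlation). The split was 218 higher and 66 lower under median scaling. The count was 7 without miR-30c replicate 2, 5034 without miR-30c replicate 3, 44 and 197 without miR-20a replicates 1 and 2, and 10 and 18 without miR-4763 replicates 2 and 3.

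The comparisons with control share the 2 control arrays, which alone makes them correlate. Across genes, which are not independent replicates, the changes with miR-20a and miR-4763 correlated with r = 0.365, those with miR-20a and miR-30c with r = -0.124, and those with miR-30c and miR-4763 with r = -0.0529. In simulations of unchanged groups that share simulated controls, with noise independent between genes and arrays, r was 0.548, 0.548 and 0.5. The covariance was 0.102, -0.0594 and -0.029, against 0.119 in the simulations of each pair. No called gene was shared by any pair of comparisons (limma). This was all but fixed, since no gene was called with miR-20a. For miR-30c and miR-4763 independent lists would share 0.0015. At an unadjusted p under 0.05, 145 features were lower with both miR-20a and miR-4763, 114 with both miR-20a and miR-30c and 123 with both miR-30c and miR-4763. Simulated unchanged groups shared 96.1, 96 and 84.2 on average (at most 123, 115 and 118 in 100 simulations), and independent lists would share 30.2, 66 and 82. In the same order, 56, 70 and 132 features were higher in both, where simulated groups shared 95.5, 94.6 and 86.8 on average (at most 115, 126 and 112) and independent lists would share 5.24, 22 and 46.9. The simulations leave out the effects and the independent lists the shared controls, so that an excess over either is not a shared effect. The simulations also leave out the structure that the real arrays share, so that differences from them in either direction cannot be interpreted. The 2 control arrays were not split between comparisons, since each comparison would then rest on 1 control array.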

Values the study reported

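The study counted 1130 genes repressed at least 1.5-fold by the miR-20a-5p mimic in HUVECs, 833 by the miR-30c-5p mimic and 1569 by the miR-4763-5p mimic. By RT-qPCR in HUVECs it found lower MCL1, PTK2 and VCL with miR-20a-5p, lower PDE5A with miR-30c-5p, and lower APOL3 and CLIC4 with miR-4763-5p. It reported similar results for these pairs in aortic endothelial cells, and lower MCL1 and APOL3 protein by immunoblot. For MCL1 and APOL3 it also tested the miRNA sites with luciferase reporters, intact and mutated. It reported that the mimics lowered the activity of the intact reporters. Mutating a miR-20a-5p site of MCL1, or the miR-4763-5p sites of APOL3, raised activity over that of the intact reporter.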

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

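The test of second probes was fixed before its result was seen; the probe-gap covariate and the fit without miR-30c replicate 2 but with replicate blocks were chosen only after the dominance of that array was seen. The mean deviation of the gap between a gene's 2 brightest probes stood out because it lay above the control arrays, of which the higher reached 0.323. It was 1.35 on miR-30c replicate 2, 0.398 on miR-30c replicate 3, 0.38 on miR-20a replicate 2 and 0.336 on miR-20a replicate 1. The last 3 values lie close to the controls.

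The 1061 higher and 1048 lower features of miR-30c against the other mimics moved with these gaps. Where a called gene had a second kept probe, that probe moved the same way by at least 0.5 times as much for 49.5% of the lower genes (90 of 182, exact 95% interval 42% to 56.9%) and for 40% of the higher genes (66 of 165, exact 95% interval 32.5% to 47.9%). Unequal signal loss between probes of a gene, as partly degraded RNA could give, is therefore a candidate explanation for much of this count, although the first interval includes 50% and the lower genes of miR-4763 gave 48.8%, so that this share alone does not set miR-30c apart. The second probe moved the opposite way for 26.4% of the lower and 32.1% of the higher genes, against 11.6% of the lower genes of miR-4763. With the gap index as a covariate 0 features were called, whereas the list of interferon response genes stayed called. The index was 2.4 on miR-30c replicate 2 and 0.454 on miR-30c replicate 3, against at most 0.254 on the other arrays. Part of a true effect of the mimic, which stays open, could therefore be removed with it.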

How the results depend on the processing

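The settings without miR-30c replicate 2 but with replicate blocks, and with the probe-gap index, all settings of the differences between mimics, and those of the lists between mimics, and replicate blocks for all lists, were chosen only after the results were seen. The numbers of called genes depended strongly on the processing, and those of the lists strongly on the assumed correlation between genes. Over the alternatives, named genes kept their direction and their side of the threshold 5317 times, lost the call 871 times, gained it 247 times and turned 82 times. Genes called in neither setting count among the 5317, which therefore do not measure how stable the calls were. Called lists kept their direction and call 608 times, lost the call 111 times and turned once in the test. The G1/S decline with miR-4763 was called in all 16 settings (median -1.28 to -0.81), as was the cholesterol rise with miR-20a (0.56 to 0.78), and the interferon rise with miR-30c in 14 of 16 (2.05 to 2.82), lost only with an estimated correlation and in fry. Signal over background limits what dim genes can show, whose folds are lower bounds. An adjusted p under 0.3 admits more genes by construction. Leaving an array out removes degrees of freedom, which does not account for the counts that rose. Leaving out 1 array of a pair also takes the difference within that pair out of the shared spread. In comparisons without miR-30c, its arrays enter only through this spread. The cause of the other changes was not tested.

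The arrays share replicate numbers, but not every pair with equal numbers deviated together. After removal of group means, 5 of 10 such pairs by description correlated above 0.1. These were the 5 without a miR-30c array (0.464 to 0.72), whereas those with one lay between -0.376 and -0.0153. With groups of 2 arrays, whose deviations mirror each other, these values are not independent. The shared structure of the other arrays is a hint from the data, since the labels do not say what a number marks. The counts with replicate blocks are given below.

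Against control, the number of features with miR-20a stayed 0 except for 2 at an adjusted p under 0.3 and 429 by the z-test of the study's methods. With miR-30c, 11 became 7 without background correction, 0 under median scaling, 3 with deposited z-scores, 0 with detection on all 9 arrays, 1 without a detection filter, 1 with only the compared groups, 28 with trend and robust estimation, 0 with array weights, 4 and 2 with replicate blocks by description and by title, 5 without miR-30c replicate 2 and with blocks, 0 with the probe-gap index, 5811 at an adjusted p under 0.3, 468 by the z-test and 0 to 3840 with 1 array left out. With miR-4763, in the same order, 2 became 35, 10, 8, 20, 9, 0, 30, 276, 0, 0, 154, 66, 257 and 723, with 8 from the mean of a gene's probes and 0 to 36 with 1 array left out.

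Against the other mimics, 33 with miR-20a became 9 under median scaling, 12 with deposited z-scores, 54 at a detection p under 0.01, 15 without a detection filter, 58 with trend and robust estimation, 191 with array weights, 0 and 0 with blocks, 176 without miR-30c replicate 2 and with blocks, 0 with the index, 4057 at an adjusted p under 0.3 and 0 to 2118 with 1 array left out. With miR-30c, 2109 became 363 without background correction, 619 under median scaling, 97 with deposited z-scores, 108 without a detection filter, 0 with array weights, 103 and 264 with blocks, 46 without miR-30c replicate 2 and with blocks, 0 with the index, 9296 at an adjusted p under 0.3 and 3 to 6077 with 1 array left out. With miR-4763, 186 became 108 with only the compared groups, 293 with trend and robust estimation, 648 with array weights, 55 and 56 with blocks, 1311 without miR-30c replicate 2 and with blocks, 105 with the index, 3304 at an adjusted p under 0.3 and 3 to 2178 with 1 array left out.

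For miR-20a minus miR-30c, 1034 became 43 without background correction, 36 under median scaling, 23 with deposited z-scores, 592 with detection on all 9 arrays, 23 without a filter, 0 with array weights, 2 and 2 with blocks, 16 without miR-30c replicate 2 and with blocks, 0 with the index, 8652 at an adjusted p under 0.3 and 0 to 5498 with 1 array left out. For miR-20a minus miR-4763, 78 became 137 without background correction, 121 with detection on all 9 arrays, 119 with trend and robust estimation, 1739 with array weights, 0 and 0 with blocks, 1455 without miR-30c replicate 2 and with blocks, 410 with the index, 879 at an adjusted p under 0.3 and 0 to 198 with 1 array left out. For miR-30c minus miR-4763, 862 became 342 without background correction, 284 under median scaling and also with deposited z-scores, 219 without a filter, 23 with only the compared groups, 1312 with trend and robust estimation, 8 with array weights, 389 and 287 with blocks, 3 with the index, 7600 at an adjusted p under 0.3 and 7 to 5034 with 1 array left out.

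Of the lists called against control, 9 with miR-20a became 1 with an estimated correlation and 4 in fry, and 12 with miR-4763 became 1 with an estimated correlation. The 2 with miR-30c became 1 under median scaling, 6 without miR-30c replicate 2 and with blocks, 7 with the index, and 0 with an estimated correlation and in fry. Against the other mimics, 6 with miR-20a became 2 and 11 with miR-4763 became 4 with an estimated correlation. The 5 with miR-30c became 3 under median scaling, 9 without miR-30c replicate 2 and with blocks, 9 with the index, 0 with an estimated correlation, 9 in fry and 2 to 7 with 1 array left out. Antigen presentation with miR-20a against the other mimics turned to -0.03 with the index, where HLA-F was at -0.02.

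Single genes also changed sign. With miR-20a these were MCL1 at 0.26 with the mean of a gene's probes, RAC1 at 0.03 with blocks, PDE5A, PLCB1, PTK2 and RAC1 at 0.08, 0.07, 0.01 and 0.06 without miR-30c replicate 2 and with blocks, and PDE5A, PLCB1, PTK2 and VCL at 0.16, 0.07, 0.05 and 0.05 with the index. With 1 array left out they ranged from -0.71 to 0.46 (PDE5A), -0.68 to 0.36 (PLCB1), -0.24 to 0.20 (PTK2), -0.18 to 0.10 (RAC1) and -0.17 to 0.15 (VCL). With miR-30c, PDE5A was at -0.27 under median scaling, -0.02 with deposited z-scores, and -0.06 and -0.13 with blocks by description and title, where RHOA was at -0.11 and -0.10. The mean of probes gave CLIC4 0.23 and RAC1 -1.02. Without miR-30c replicate 2 and with blocks, APOL3, CLIC4, MCL1, PDE5A, PLCB1 and RHOA were at 0.35, 0.07, 0.07, -1.30, -0.31 and -0.13; with the index they were at 0.47, 0.11, 0.22, -1.67, -0.63 and -0.14, and PTK2 at -0.06. With 1 array left out the range was -0.62 to 0.12 (CLIC4), -0.73 to 1.30 (PDE5A), -0.60 to 0.46 (PLD1) and -0.11 to 0.22 (RHOA).

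With miR-4763, PDE5A was at 0 without background correction, RAC1 at 0.01 under median scaling and 0.02 with deposited z-scores, and MCL1 and ZMAT3 at 0.12 and 0.41 with the mean of probes. With blocks by description MCL1, PDE5A and VCL were at 0.25, -0.30 and -0.17, and by title NOS3, PDE5A and VCL at 0.06, -0.37 and -0.03. Without miR-30c replicate 2 and with blocks, MCL1, PLD1, RAC1 and VCL were at 0.09, 0.19, 0.04 and -0.13, and with the index PLCB1 and PLD1 at 0.03 and 0.06. With 1 array left out the range was -0.27 to 0.09 (NOS3), -0.54 to 0.63 (PDE5A), -0.71 to 0.34 (PLCB1), -0.43 to 0.26 (PLD1), -0.22 to 0.08 (RAC1), -0.23 to 0.11 (RHOA) and -0.07 to 0.26 (VCL). Against the other mimics with miR-30c, KPNA2 was at 1.42 with detection on all 9 arrays and MCM3 at -0.28 with the mean of probes; for miR-20a minus miR-30c, KPNA2 was at -1.30 with detection on all 9 arrays.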

Other observations

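Of the tests below, those of leukocyte markers, of a response to any mimic and of direct repression were chosen only after the result was seen; those of second probes and of other splits were fixed before. Of the 33 lists tested, 16 were called in none of the 6 comparisons, with a smallest adjusted p of 0.0732, reached by the mitochondrial respiratory chain with miR-30c against the other mimics. The smallest adjusted p was 0.081 for extracellular matrix and for focal adhesion and actin, 0.112 for angiogenic signalling, 0.132 for literature targets of the miR-30 family, 0.162 for nitric oxide, endothelin and angiotensin genes, 0.22 for the TGF-beta and BMP pathway and 0.259 for immediate early genes. It was 0.284 for the genes the study followed by RT-qPCR, 0.393 for Notch, 0.399 for the miRNA machinery, 0.415 for the BCL2 family, 0.49 for leukocyte and platelet markers, 0.401 and 0.708 for the hypertension and inflammation genes named by the study, and 0.71 for smooth muscle and fibroblast markers, of which 7 were measured. Epithelial and lymphatic markers and the study's housekeeping genes had 4, 3 and 2 measured members and were not tested.

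The rise of interferon response genes with miR-30c was found and tested on the same data, so what follows is a hypothesis. Unequal signal loss between probes is argued against by the second probes of 10 members, whose median change was 1.6 (median absolute deviation 0.98, 9 of 10 in the same direction), and by the equal rise on both miR-30c arrays, 2.12 and 2.03. A response to each of the 3 mimics is argued against by miR-4763, with which the list's change was -0.92. With miR-20a it was 0.47 (27 of 35 higher; adjusted p = 5.66e-05; adjusted p = 0.538 with an estimated correlation), so that a response shared by miR-20a and miR-30c stays open. Leukocytes or platelets cannot be told apart from a response of the endothelial cells, since their 5 measured markers had a median change of 0.82 and went both ways: CD68, which other cells also express, 1.42, LYZ 1.83, CD14 0.82, FCGR3A -0.30 and PPBP -0.41. The list held 19 markers, and the others were not measured. Relative to the genes' means, the marker median was 1.2 on miR-30c replicate 2 and 0.33 on miR-30c replicate 3, unlike the interferon list. So few markers do not decide the question. A response of the cells to this mimic, or to its synthetic RNA, may therefore be one explanation among those left open.

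The decline of G1/S genes with miR-4763 was likewise found and tested on the same data. Unequal signal loss between probes is argued against by the second probes of 10 members, with a median change of -0.76 (median absolute deviation 0.31, 10 of 10 in the same direction). Direct repression of predicted targets alone is argued against by the 31 members that are not predicted miR-4763-5p targets, whose median was -1.2 (median absolute deviation 0.50), while the 5 predicted members CDT1, RFC2, RFC5, RRM2 and TIPIN had -0.74. A slower cell cycle with this mimic may be an explanation; cell number and density were not given by the labels and stay open.

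For the 33 features of miR-20a against the other mimics, 2 of 100 drawn splits of the 7 mimic arrays, the real one included, gave as many. The other split gave 995 features, many times the real count, with miR-20a replicates 1 and 2 and miR-4763 replicate 2 against miR-20a replicate 3, miR-4763 replicate 3 and the miR-30c pair. Apart from the miR-30c pair, it parted replicate 3 from replicates 1 and 2. That points to a structure of the samples other than the groups. Splits that treat the arrays as exchangeable therefore do not settle whether chance can be excluded here, and with replicate blocks the count was 0. In 97 splits no feature was called.

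With the z-test, ANOVA and thresholds described in the study's methods, 260 genes were lower with miR-20a, 198 with miR-30c and 411 with miR-4763, and 537, 437 and 814 without the ANOVA. These numbers are lower than those quoted from the study above. They count named genes, with the ANOVA over the 4 groups analysed here. The study names the z-test without a formula, so its form here can differ, and it counted genes repressed at least 1.5-fold. It also arrayed mimics that are not analysed here. The arrays behind its numbers are not given in the sources used here, and can differ from these.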
